A study of Mus musculus with 7 samples. Its data were reported in "A cholesterol-responsive hepatic tRNA-derived small RNA regulates cholesterol homeostasis and atherosclerosis development" (2025).

How the data were processed

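RNA sequencing measured mRNA in livers of male C57BL/6 mice, an inbred laboratory strain, that received injections of a control oligonucleotide or of a synthetic tsRNA-Glu-CTC oligonucleotide (oligo-1) for 2 weeks from 8 weeks of age, per the labels. tsRNA-Glu-CTC is a small RNA cut from the transfer RNA that carries glutamate. According to the study, the mice of this experiment ate a semisynthetic diet low in fat and cholesterol. There were 4 control libraries and 3 oligo-1 libraries, and the study describes each as 1 mouse. Groups and replicate numbers were taken from the library names in the labels.

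The authors isolated total RNA with TRIzol, prepared libraries by the standard Illumina procedure and quantified protein-coding genes with kallisto, which assigns reads to transcripts without full alignment. The version of kallisto is not given in the sources used here, and the genome build in the submitters' processing notes is mm10. The deposited values are TPM, a length-corrected share of each library's transcripts, for which the authors divided each transcript's estimated reads by its effective length and scaled each library to a fixed total. The table lists 21706 gene symbols, of which 4144 were at 0 in all 7 libraries. The listed genes summed to between 85.8% and 88.3% of the TPM scale's full total per library, so the rest of each library lies outside the table. TPM keeps no sequencing depth, so the depth is unknown and no counting interval is given. Because TPM values are shares, a gene family that takes a larger share of a library lowers all other values there. Members of near-identical families, such as the Mup genes, share reads that kallisto divides between them, so single members of such families are uncertain.

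Of the listed symbols, 97.2% were found in the GENCODE M21 annotation of the same build, from which the gene positions were taken. For testing, values were transformed to log2(TPM + 1), and 10455 genes with a TPM of at least 1 in at least 3 libraries were kept. Fold changes are therefore on the log2(TPM + 1) scale, which understates the change of low genes. The authors used edgeR to call changed genes. A count model of that kind had been chosen for the main test before the data were examined, with a stated fallback for a table of TPM only. The table held TPM, so the fallback was used: limma-trend (limma 3.58.1 in R 4.3.3, lmFit and eBayes with trend), 2-sided, oligo-1 against control oligo, without covariates. Benjamini-Hochberg adjustment was applied over all genes tested, and a gene was called changed at an adjusted p below 0.05. The study's own rule, an unadjusted p below 0.01 with a fold above 1.5, was counted as well. Values in parentheses after a log2 fold change are limma standard errors (SE), and TPM values are means with the standard deviation (SD) between mice.

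A total of 33 gene lists (lipid pathways, stress and immune responses, zonation, sex-biased genes and markers of other cell types) were fixed before the data were examined. The study's table of changed genes, made from these same mice, had been read by then. No list, lipid or other, is therefore independent evidence of its direction. Each list was tested with limma's camera, a competitive test of its members against all other genes, with a preset inter-gene correlation of 0.01, and called at a Benjamini-Hochberg adjusted p below 0.05 over the 33 lists. camera with a correlation estimated from the residuals, and fry, a self-contained rotation test read for direction unless called mixed, were alternatives. Members were also counted after adjustment over the list alone, without correction for the number of lists. A list score per library is the mean over members of log2(TPM + 1) after subtraction of each gene's mean over the 7 libraries. Genes named in the text follow a rule fixed before the data were examined: the genes that the study discusses for this treatment, the 10 genes of smallest p (no gene passed the adjusted threshold), and the members of smallest p of each list, up to 4 for the first 3 lists and up to 2 for the others. A few genes that the rule names are not reported here. Other genes are named where their library values describe how the libraries differ or which members of a list passed, and these were chosen after their values were seen.

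The procedure was tested on simulated values for the comparison of 4 with 3 libraries. These were drawn from the real gene means and limma's fitted residual spread. Known changes were planted at 2 sizes, 100 genes each, only in genes with a mean log2(TPM + 1) of at least 2. In 10293 simulated genes, limma-trend recovered 46% of the genes changed by 1 on the log2 scale and 95% of those changed by 2, and called 9 unchanged genes. Recovery was not measured for genes below that mean, so these percentages do not cover all tested genes. The simulated libraries varied independently, which the real ones did not. With 4 against 3 libraries, an exact permutation test of a single value that doubles the smaller tail has a smallest 2-sided p of 0.057, and no single value was tested in this way. Counts and list medians fitted over many genes were compared over all 35 splits of the libraries, where the smallest possible share is 1 of 35. Alternatives fixed in advance were a trimmed-mean (TMM-type) scaling of the TPM columns, no filter on low values, log2(TPM + 0.1), the replicate number as a block, and leaving out each library in turn. Leaving out control replicates 1 and 4 together and weighting libraries by limma's arrayWeights were added after seeing the data. The replicate numbers shared by the groups were not treated as pairs. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.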

Results

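Hepatic mRNA was sequenced from 4 mice given a control oligonucleotide and 3 mice given tsRNA-Glu-CTC oligo-1 for 2 weeks, and expression was given as TPM for 21706 genes. The comparison addresses which liver genes differ when tsRNA-Glu-CTC is raised by a synthetic oligonucleotide, with genes of cholesterol and fatty acid synthesis as the main question. Between 13046 (control 3) and 16089 (control 1) genes had a value above 0 in a library. Sequencing depth is unknown for TPM values.

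The control libraries were not alike. Controls 1 and 4 correlated with each other at 0.988 over the 10455 tested genes, while their correlations with the other 5 libraries lay between 0.928 and 0.947. The first principal component held 62.7% of the variance and placed control 1 at 55.9 and control 4 at 53.7, against -28.4 and -25.8 for controls 2 and 3 and -24.7 to -14.7 for the oligo-1 libraries. Genes of the major urinary proteins (Mup), abundant secreted proteins of male mouse liver, made up 1.44% and 1.63% of the listed TPM in controls 1 and 4 and between 8.45% and 12.7% in the other libraries. Col1a1, a collagen of fibrous tissue that the study discusses, was at 11.7 and 15.6 TPM in controls 1 and 4 and below 1 in the other 5 libraries, so it did not pass the filter and was not tested. The study reported higher Col1a1 with the oligonucleotide by quantitative PCR, and lower Col1a1 in its RNA-seq table. The scores of these libraries are given beside the main gene groups that moved with them.

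**Figure D1:**
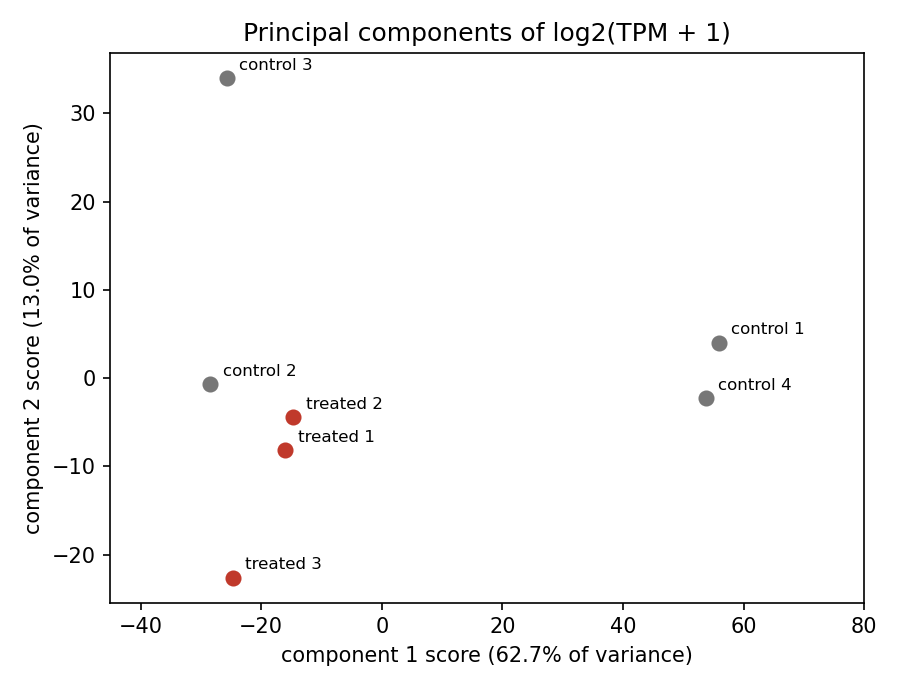
Scores of the 7 liver libraries on the first principal component (x axis, 62.7% of variance) and the second (y axis, 13.0% of variance) of log2(TPM + 1), where each point is 1 library, gray for control oligo and red for tsRNA-Glu-CTC oligo-1. Controls 1 and 4 lie at 55.9 and 53.7 on the x axis, apart from the other 5 libraries at or below -14.7.

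RNA-seq analysis showed higher expression of cholesterol synthesis genes in the livers of oligo-1 mice. Of the 20 enzymes from acetoacetyl-CoA to cholesterol, 19 had a higher fitted value with oligo-1, and in 15 all 3 oligo-1 libraries lay above all 4 controls. The median log2 fold change of the list was 1.26, and 16 members rose when p was adjusted over the list alone (limma), while 0 passed the adjustment over all genes. Sqle, which encodes squalene epoxidase (mm10 chromosome 15, 59315077 to 59331192), was at 4.18 ± 1.39 TPM (SD, n = 4) in controls and 24.3 ± 14.7 TPM (SD, n = 3) with oligo-1, a log2 fold change of 2.18 (SE 0.37, limma adjusted p = 0.202 over all genes). Idi1 (2.06, SE 0.33), Msmo1 (1.85, SE 0.29) and Pmvk (1.49, SE 0.23) were among the 10 genes of smallest p in the whole table. Hmgcs1 was at 20.6 ± 6.16 TPM in controls and 78.7 ± 55.1 TPM with oligo-1. camera called the list higher at an adjusted p of 1.17e-41. That call was lost with an estimated correlation (adjusted p = 0.155) and with fry (adjusted p = 0.14), which called the list without control 3 (0.0411). The list was chosen with knowledge of the study's table and is not independent evidence. The list scores of controls 1 and 4 were -0.61 and -0.64, between those of control 2 (-0.94) and control 3 (-0.03), and all 3 oligo-1 libraries scored higher, at 0.47, 0.65 and 1.10. Without controls 1 and 4, an alternative chosen after seeing the data, the median was 1.19.

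**Figure D2:**
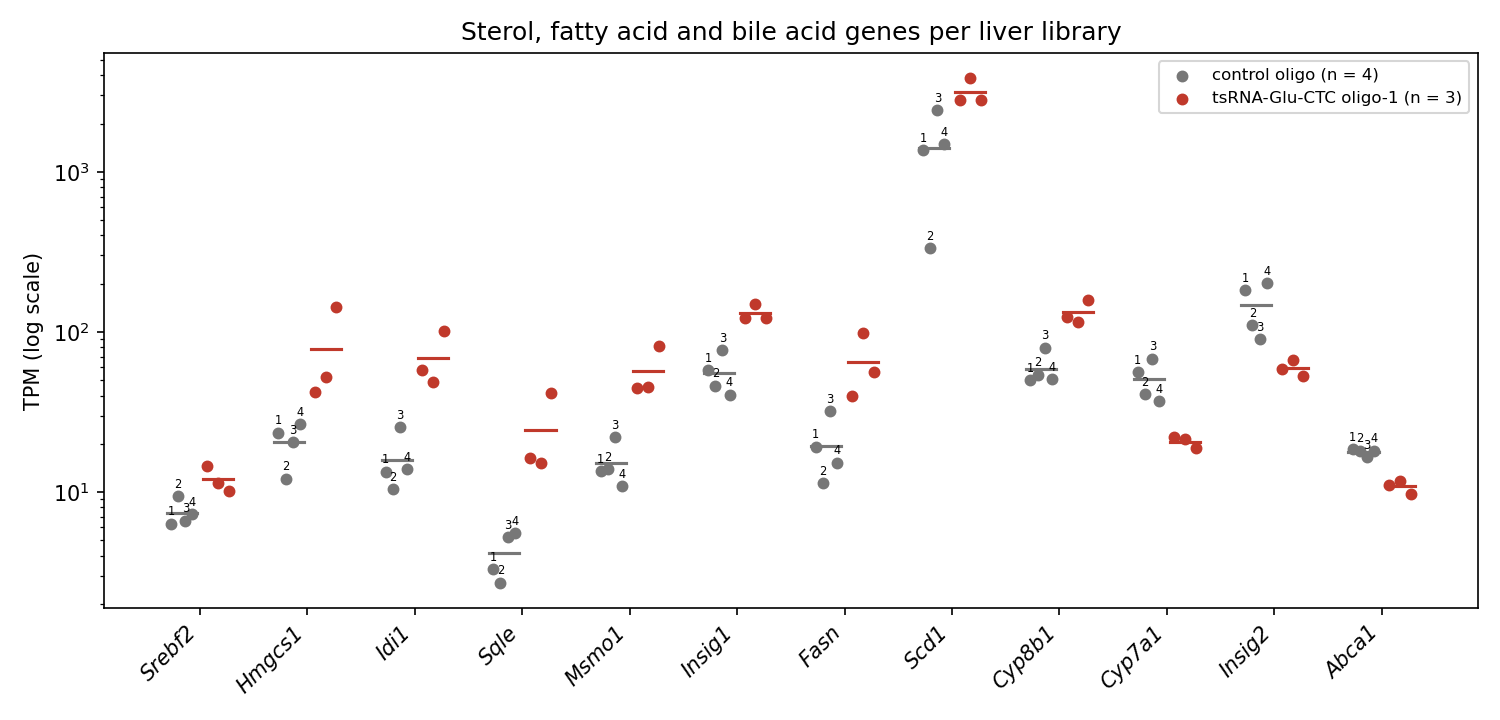
TPM (y axis, log scale) of 12 genes of sterol, fatty acid and bile acid metabolism (x axis) in each liver library, gray for control oligo (n = 4, numbered by replicate) and red for tsRNA-Glu-CTC oligo-1 (n = 3), with horizontal lines at group means. Sqle lies between 2.71 and 5.51 TPM in the controls and between 15.3 and 41.3 TPM with oligo-1, and Cyp7a1 lies between 36.9 and 68.1 TPM and between 18.7 and 21.96 TPM.

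Genes that regulate sterol synthesis moved in both directions. Srebf2, which encodes SREBP2, the main transcription factor of cholesterol synthesis (chromosome 15, 82147181 to 82205379), was at 7.40 ± 1.40 TPM (SD, n = 4) in controls and 12.0 ± 2.28 TPM (SD, n = 3) with oligo-1, a log2 fold change of 0.63 (SE 0.22, limma adjusted p = 0.756 over all genes). All 3 oligo-1 values lay above all 4 controls. The Insig genes, whose proteins hold SREBPs in the endoplasmic reticulum, went opposite ways: Insig1 was at 55.1 ± 16.0 and 131.0 ± 15.5 TPM, and Insig2 was at 146.3 ± 54.3 and 59.2 ± 6.83 TPM. Of the 12 tested members of the list of SREBP regulation and LDL uptake, 3 rose, Srebf2 and Insig1 among them, and Insig2 fell when adjusted over the list alone (limma), and 0 passed over all genes. Srebf1 (log2 fold change 0.71, SE 0.29) and Scap (0.46, SE 0.20) passed neither. The median was 0.54. camera called the list higher (adjusted p = 1.56e-05, and adjusted p = 0.325 with an estimated correlation), with scores of -0.04 and -0.08 in controls 1 and 4 and -0.50 and 0.017 in controls 2 and 3. The oligo-1 libraries scored 0.26, 0.33 and 0.012, so the groups overlapped on this list. The number of members that rose over the list alone was 2 without control 1, control 4 or any single oligo-1 replicate, and 6 without control 3, with 1 that fell in each. After TMM-type scaling 7 rose and 1 fell.

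Genes of fatty acid and triglyceride synthesis were also higher, with a median log2 fold change of 0.80 over 20 tested members. Of these, 6 rose when adjusted over the list alone (Me1, Pnpla3, Fasn, Acss2, Elovl6 and Slc25a1) and 0 over all genes (limma). Fasn, the fatty acid synthase (chromosome 11, 120805846 to 120824547), was at 19.4 ± 9.01 TPM (SD, n = 4) in controls and 64.9 ± 30.5 TPM (SD, n = 3) with oligo-1. Me1, which supplies NADPH for synthesis, was at 37.8 ± 15.9 and 108.2 ± 20.1 TPM. Scd1, a fatty acid desaturase, was at 1406 ± 858 and 3154 ± 593 TPM, with a log2 fold change of 1.46 (SE 0.55) that passed neither adjustment. camera called the list higher (adjusted p = 3.31e-21, against adjusted p = 0.155 with an estimated correlation and adjusted p = 0.184 with fry, which called it without control 3 at 0.0411). Control 3 scored 0.17 on this list, above controls 1, 2 and 4 (-0.47, -0.60 and -0.51) and below the oligo-1 libraries (0.29 to 0.73). Only 1 member rose over the list alone without oligo-1 replicate 2 or 3, and 13 rose without control 3. The median was 0.53 without oligo-1 replicate 2 and 0.75 without controls 1 and 4.

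Bile acid and sterol export genes were mixed. Cyp7a1, the rate-limiting enzyme of bile acid synthesis (chromosome 4, 6265612 to 6275633), was at 50.4 ± 14.3 TPM (SD, n = 4) in controls and 20.6 ± 1.72 TPM (SD, n = 3) with oligo-1, a log2 fold change of -1.21 (SE 0.23, limma adjusted p = 0.212 over all genes). Cyp8b1, which directs synthesis to cholic acid, was at 58.5 ± 14.3 and 132.2 ± 22.03 TPM, a log2 fold change of 1.18 (SE 0.21). Over the list alone Cyp8b1 and Nr0b2 rose and Cyp7a1 fell among 14 tested bile acid genes. Only 1 rose without control 2 or any single oligo-1 replicate, and 3 rose without control 3. camera called that list higher (median 0.07, adjusted p = 0.00186, and adjusted p = 0.480 with an estimated correlation). The call was lost without control 4 (median 0.04, adjusted p = 0.0814). The median was 0.17 without control 3 or oligo-1 replicate 3, 0.04 without oligo-1 replicate 2, and -0.05 without controls 1 and 4. In the list of sterol efflux and LXR genes, Abca1, a cholesterol exporter, fell over the list alone, from 17.8 ± 0.911 to 10.9 ± 1.04 TPM. This call was lost after TMM-type scaling and without control 1, 3 or 4 or any single oligo-1 replicate, where 0 members fell. Abcg5 (log2 fold change -0.53, SE 0.28), Abcg8 (-0.24, SE 0.20), Abcg1 (-0.36, SE 0.42), Nr1h3, which encodes LXR alpha (-0.17, SE 0.16), and Pltp (0.98, SE 0.43) passed neither adjustment. That list was not called (median -0.20, camera adjusted p = 0.672). Its median was -0.10 without control 1 and -0.31 without control 2. Nr1h3 was at 0.02 after TMM-type scaling. Scarb1, a receptor for HDL, had a log2 fold change of -0.41 (SE 0.21) and passed no adjustment.

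Several stress and metabolic genes were lower with oligo-1. Trp53inp1 and Cdkn1a, known p53 targets, fell over their list alone, with log2 fold changes of -2.61 (SE 0.47) and -2.64 (SE 0.76). Over that list alone 4 genes fell without control 3 and 1 in each other fit that left out 1 library. Cdkn1a was at 6.21 TPM in control 3 and at 61.9 to 74.5 TPM in the other 3 controls, against 3.18 to 8.31 TPM with oligo-1. Igfbp1, induced in fasting, fell over the list of fasting and feeding genes alone (-1.76, SE 0.46), and Pklr, the liver pyruvate kinase, rose (1.81, SE 0.46). Cdkn1a is a member of this list as well and also fell over it alone. Over that list alone 0 genes passed after TMM-type scaling, with no filter, or without control 1, control 2 or oligo-1 replicate 2. Control 3 was again close to the oligo-1 libraries, at 126.2 TPM of Igfbp1 against 448.9 to 552.5 TPM in the other controls. That list of 12 genes as a whole was not called (median -0.33, camera adjusted p = 0.107), but was called lower without oligo-1 replicate 3 (adjusted p = 0.0396, and adjusted p = 0.497 with an estimated correlation). Among 16 acute phase genes 6 fell over the list alone, Orm2, Lcn2, Saa1, Steap4, Hp and Lbp, and the list was not called (median -0.45, adjusted p = 0.107). Over the list alone 0 fell without oligo-1 replicate 1, and 3 fell without control 1, control 2 or oligo-1 replicate 2 or after TMM-type scaling. camera called the list lower without control 1 (adjusted p = 0.0106), control 4 (0.0236) or oligo-1 replicate 3 (0.00778) and without controls 1 and 4 (0.00138). With an estimated correlation these calls were lost (adjusted p of 0.366, 0.431, 0.314 and 0.477). Among 15 xenobiotic metabolism genes 3 fell over the list alone, Cyp2b10 (-2.40, SE 0.59), Cyp3a13 (-0.67, SE 0.18) and Cyp3a25 (-0.74, SE 0.21). Over the list alone 0 fell after TMM-type scaling or without oligo-1 replicate 1 or 3, 2 fell without control 1, and 5 without control 2 or control 3. camera called this list lower (median -0.57, adjusted p = 0.0347, and adjusted p = 0.325 with an estimated correlation). The call was lost without control 2 (adjusted p = 0.463), control 3 (0.0528) or oligo-1 replicate 1 (0.0628). The median was -0.38 without control 1 and -0.52 without controls 1 and 4, whose scores were 0.98 and 0.61 against -0.61 to -0.04 in the other 5 libraries.

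Other lists followed controls 1 and 4. Male-biased liver genes were called higher with oligo-1 (median 1.08, camera adjusted p = 7.18e-08, and adjusted p = 0.325 with an estimated correlation), with scores of -1.88 and -1.61 in controls 1 and 4 and 0.30 to 1.01 in the other 5 libraries. Hsd3b5, a male-biased steroid enzyme, was at 0.48 and 0.14 TPM in controls 1 and 4 and at 19.8 to 133.0 TPM elsewhere. Markers of stellate cells and fibroblasts (median -0.70, adjusted p = 0.00500), interferon response genes (median -0.62, adjusted p = 0.00261) and fibrosis genes (median -1.07, adjusted p = 0.0300) were called lower by camera, each with an adjusted p of 0.574 with an estimated correlation. In controls 1 and 4 their scores were 1.10 and 0.85, 0.56 and 1.06, and 0.95 and 1.24, and in the other 5 libraries all 3 lists scored below 0. Without controls 1 and 4 the medians were 0.01, -0.06 and 0.22, and none of these 3 lists was called by camera, nor was the male-biased list (median 0.06). The interferon call was also lost without oligo-1 replicate 2 (adjusted p = 0.0644) and its median was -0.28 without control 4, the stellate median was -0.46 without control 1, and the fibrosis call without control 4 (0.197) or oligo-1 replicate 2 (0.142). Markers of Kupffer cells and macrophages had a median of -1.03 that was not called (adjusted p = 0.0611). The list was called lower without control 3 (0.000412), oligo-1 replicate 1 (0.0460) or oligo-1 replicate 3 (0.0349) and after TMM-type scaling (0.0145), and its median was -0.61 without control 1 and -0.50 without control 4. The list's scores were 1.61 and 1.97 in controls 1 and 4, and without these the median was 0.51 and called higher (adjusted p = 0.000176). With an estimated correlation the lower calls were lost (adjusted p of 0.523, 0.636, 0.714 and 0.573), as was the higher call (0.477). Tgfb1 had a log2 fold change of -0.38 (SE 0.33), and of 0.15 without controls 1 and 4.

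**Figure D3:**
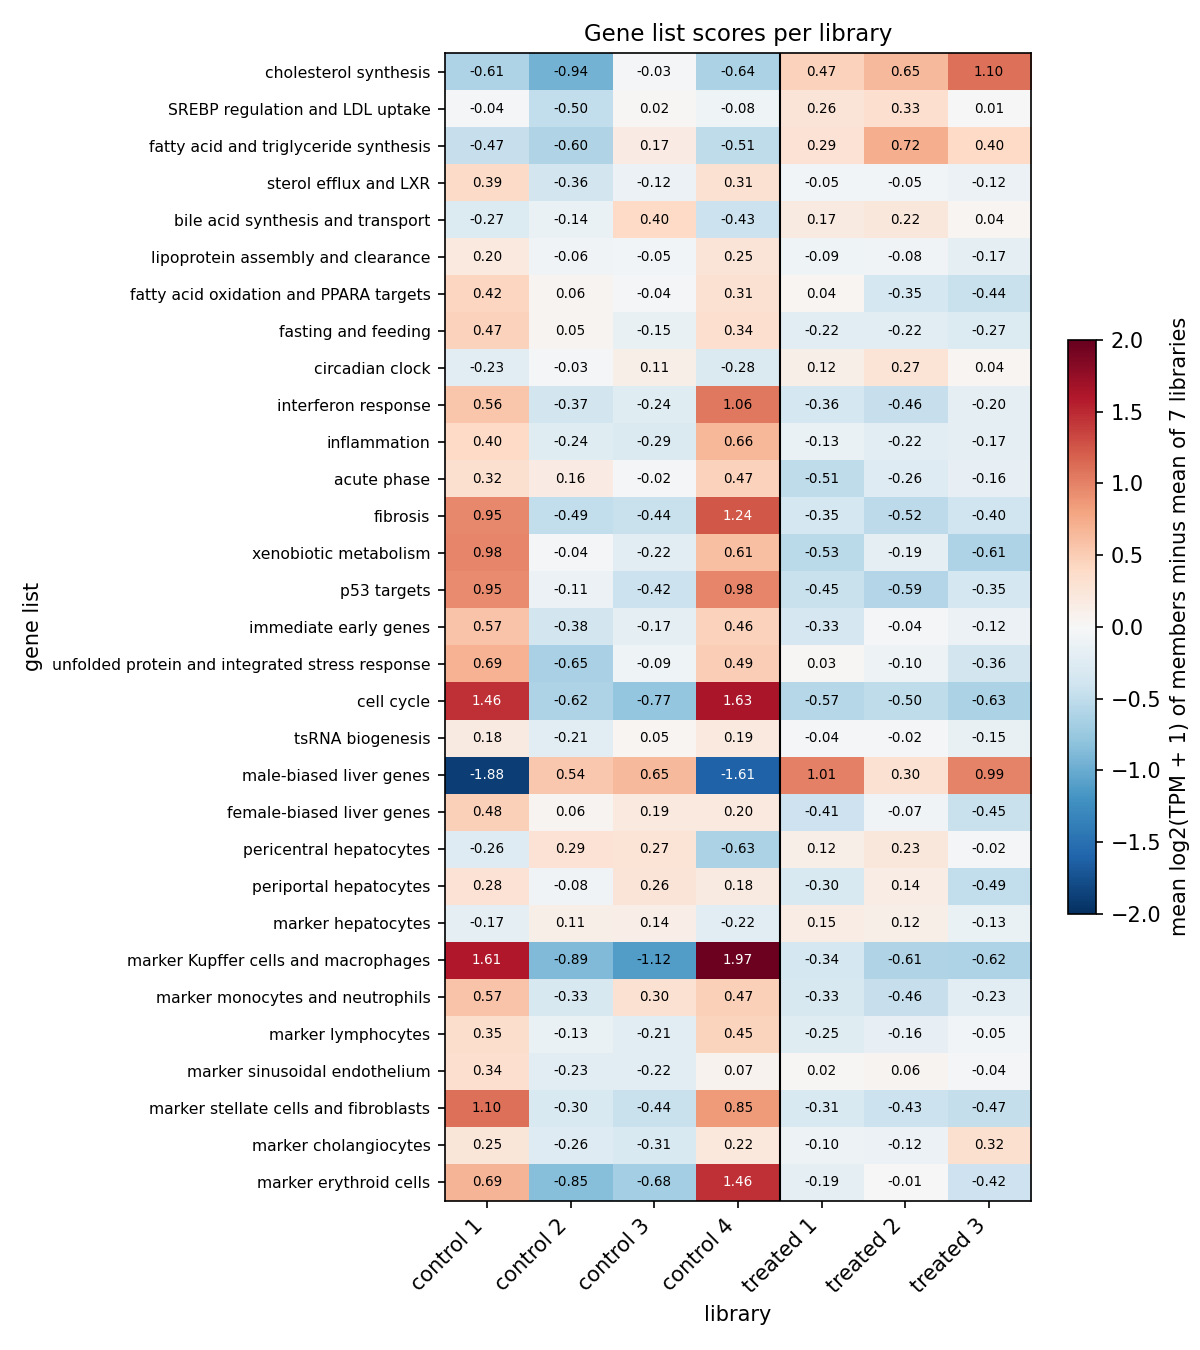
Score of each gene list with at least 3 tested members (y axis) in each library (x axis), as the mean over members of log2(TPM + 1) minus the mean of the 7 libraries (color, red above and blue below 0), with a vertical line that parts control from oligo-1 libraries. Cholesterol synthesis scores are higher in all 3 oligo-1 libraries (0.47 to 1.10) than in the 4 controls (-0.94 to -0.03), while macrophage marker scores set controls 1 and 4 (1.61 and 1.97) apart.

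Over all 10455 genes, limma-trend called 0 genes at an adjusted p below 0.05, and the smallest adjusted p was 0.202. No count-based tool was used on these TPM values. At an unadjusted p below 0.05 there were 189 higher and 444 lower genes. The balance turned after TMM-type scaling (502 higher and 396 lower) and without controls 1 and 4 (690 and 277). The lower genes numbered 208, 1505, 756 and 241 without controls 1, 2, 3 and 4 and 246 and 185 without oligo-1 replicates 1 and 3, and the higher genes 106 without oligo-1 replicate 2. By the study's rule there were 67 higher and 87 lower genes, or 118 higher and 66 lower after TMM-type scaling. These counts moved with single libraries: the higher genes numbered 114 without control 3, 36 without oligo-1 replicate 2 and 32 without oligo-1 replicate 3, and the lower genes 295, 176 and 52 without controls 2, 3 and 1 and 42, 46 and 45 without oligo-1 replicates 1, 2 and 3. The median log2 fold change of all tested genes was -0.16 on the TPM scale and 0.00 after that scaling, so list medians are best read against these values. All 3 oligo-1 libraries lay above all 4 controls in 209 genes and below them in 521, where chance gives 2.86% of genes or 298.7 in each direction. These counts were made on unscaled TPM, where the shift of -0.16 favours the lower side, and were not repeated after scaling. The 10 genes of smallest p were Rcan1, Pmvk, Msmo1, Gm10271, Tlcd1, Idi1, Sqle, Acat2, Rfx3 and Fabp5. Rcan1, a regulator of calcineurin, was lower in every oligo-1 library than in every control, at 34.5 ± 10.3 TPM (SD, n = 4) and 9.09 ± 1.76 TPM (SD, n = 3), a log2 fold change of -1.78 (SE 0.26). Fabp5, a fatty acid binding protein, was at 8.69 to 77.9 TPM in controls and 182.0 to 619.1 TPM with oligo-1 (3.63, SE 0.65). Gm10271, a gene model without an assigned function, was listed at 0 in all 4 controls and at 1.15 to 3.10 TPM with oligo-1. Without control 3, limma called 29 genes, 19 higher and 10 lower, Fdps, Nsdhl, Pmvk, Idi1 and Msmo1 among the higher and Cdkn1a, Igfbp1 and Pdk4 among the lower. Without controls 1 and 4 it called 1 gene, Gm45837, chosen here after its values were seen, and 212 higher and 93 lower genes met the study's rule. Gm45837 was at 0 TPM in controls 2 and 3 and at 4.27 to 5.40 TPM with oligo-1. In the omitted controls 1 and 4 it was at 5.93 and 3.10 TPM, so this call depends on leaving them out.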

Values the study reported

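The study reported 449 differentially expressed genes in the liver after treatment with the tsRNA-Glu-CTC oligonucleotide. Of these, 186 were upregulated and 263 were downregulated, called with edgeR at a P value below 0.01 and a fold change above 1.5 from 4 control mice and 3 treated mice. The oligonucleotide of 30 nt was given at 0.6 mg/kg body weight.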

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

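The tests of explanations in this part were chosen after the result was seen, except the counts of other splits and the rescaling without the Mup genes. The genes in the feeding score, and the quantity printed for the clock phase score, were also revised after a first version of each had been seen, and the side on which each score placed the oligo-1 libraries was the same in both versions. In the 4 control libraries, 125 values (named genes, list scores and library summaries) were examined for a library far from the other 3, by the ratio of its gap to the whole range. In 9 of them the ratio exceeded 0.829, where chance gives about 6.2. Control 3 was the library set apart in 7 of them. It was lowest for Pdk4 (ratio 0.944, log2(TPM + 1) of 1.21 against 3.35 to 3.48), Cdkn1a (0.922, 2.85 against 5.98 to 6.24), Igfbp1 (0.859, 6.99 against 8.81 to 9.11), Cyp2b10 (0.851, 1.83 against 4.05 to 4.44) and Abca1 (0.835, 4.12 against 4.26 to 4.28). It was highest for Me1 (0.869, 5.97 against 4.86 to 5.01) and for the fatty acid and triglyceride synthesis score (0.831, 0.17 against -0.60 to -0.47). Control 2 was lowest for Pltp (0.870, 3.63 against 5.01 to 5.22). Control 4 was lowest for Sult1e1 (0.906, 0.89 against 1.58 to 1.65). In all 7 values that set control 3 apart, it lay on the side of the oligo-1 group mean.

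The first pattern is the higher expression of cholesterol synthesis genes with oligo-1. The pair of control libraries that stand apart is not its whole cause, since the list median was 1.19 without them and 1.26 with all 7. With the abundant Mup genes removed and each library rescaled, the median was 1.33. Mup genes made up at most 12.7% of the listed TPM in any library, so rescaling could move other genes only a little. That small share leaves little room for this cause, and the rescaling result was largely fixed in advance. By the study's protocol mice were fasted after the dark phase on the day of collection, and the hour and food intake of each mouse are not known here, so time of day and feeding stay open. A clock phase score (Dbp, Tef, Nr1d1, Per3 and Ciart against Arntl, Npas2 and Clock) was above the highest control in every oligo-1 library, although by only 0.047 over control 3, and a feeding score (Pklr against 7 genes that include Igfbp1 and G6pc) lay above the highest control, again control 3, by 0.437. The feeding score includes Pklr, Igfbp1 and Cdkn1a, which passed over their lists alone in this same comparison. Its separation of the groups is therefore not independent evidence of feeding state. The clock score holds Nr1d1 and Arntl, which the study's table of changed genes includes, so it is not independent either. Control 3 had the highest control scores for clock phase (4.25, against 4.30 to 4.40 with oligo-1) and cholesterol synthesis (-0.03, against 0.47 to 1.10). Control 2 came next for clock phase (3.43) but was lowest for cholesterol synthesis (-0.94). A direct effect of oligo-1 stays open as a hypothesis, and these libraries do not separate it from differences between mice at collection.

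The second pattern is the distance of controls 1 and 4 from the other libraries, for which the design names no biological group. As the cause of their low Mup genes, RNA of blood, immune or connective tissue cells would dilute all hepatocyte transcripts by one factor, yet the lowest hepatocyte marker score of these libraries was only 0.092 below the lowest of the other 5 (-0.092 on the log2 scale), while their Mup genes together lay at least 2.38 below (-2.379). The low Mup and male-biased genes could point to a female animal, but the Y-linked genes summed to at least 43.6 TPM in both, against at least 28.4 TPM in the others. An exchange with the oligo-1 group has no partner, because no oligo-1 library correlated with control 1 or 4 above 0.947 while all correlated with controls 2 and 3 at 0.965 or more. More RNA of other cells stays open for the rest of the pattern, with scores in controls 1 and 4 of 1.61 and 1.97 for macrophage, 1.10 and 0.85 for stellate cell and 0.69 and 1.46 for erythroid markers, as do a sample from outside these groups and a difference in the health of these mice, which were not tested.

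The third pattern is the lower side of the comparison, which fell into separate parts. Of the 87 genes lower by the study's rule, 76 kept a fold above 1.5 in the same direction without controls 1 and 4, and their median log2 fold change was -0.98 with and -0.80 without them. The genes were selected by p over all 4 controls, which favours genes whose controls vary little, so this does not decide what part the pair has. Of the 87, 45 had both controls 1 and 4 above controls 2 and 3, and 45 still passed the rule without the pair. Neither the share of all tested genes with that order nor the overlap of these 2 counts was examined. Of the 7 lists called lower by camera, only 2, xenobiotic metabolism and periportal hepatocytes, were still called lower without the pair. The other 5 calls may therefore rest on controls 1 and 4.

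All 35 ways to divide the 7 libraries into 4 and 3 were fitted. At an adjusted p below 0.05 the real split called 0 genes, which all 35 splits match whatever the data, so that count decides nothing (highest other 27). By the study's rule, 6 of 35 splits gave as many higher genes as the real 67 (highest other 635) and 8 gave as many lower genes as the real 87 (highest other 292). For gene lists called by camera, 8 splits gave at least the real 15 (highest other 19). Splits with far more genes placed controls 1 and 4 on the same side, which points to a structure of the samples. The medians of cholesterol synthesis (1.26) and fatty acid and triglyceride synthesis (0.80) were each matched in size by 1 other split, at 1.28 and 0.88, which set controls 1, 2 and 4 against control 3 and the oligo-1 libraries, with the higher values on the side of control 3. With 2 of 35 splits, chance is not excluded at 0.05 for either median.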

How the results depend on the processing

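Leaving out control replicates 1 and 4 together, and weighting libraries by quality, were chosen after seeing the data. The directions of the cholesterol synthesis and fatty acid and triglyceride synthesis lists and of Srebf2 held under every alternative run, and both lists were called in each by camera with its preset correlation, with medians of 1.09 to 1.51 and 0.53 to 0.99 when 1 library was left out. Over all 7 libraries 0 lists were called with an estimated correlation or with directional fry, and the medians of 1.256 and 0.801 no longer passed. The mixed form of fry, which takes no direction, gave smaller values. Its adjusted p was 0.0170 for SREBP regulation, 0.0182 for bile acid, 0.0190 for acute phase and 0.0232 for cholesterol synthesis. It was 0.0441 for fatty acid synthesis and for fasting genes, and no other list was below 0.05. Directional fry called the cholesterol and the fatty acid synthesis lists without control 3, monocyte markers without control 2, fatty acid oxidation with the replicate block, and 28 lists with quality weights. By the study's rule in place of the adjusted p, 154 genes passed. Leaving out 1 library gave 0 to 29 changed genes, 32 to 114 higher and 42 to 295 lower genes by the study's rule, and medians of -1.04 (3 tested members) to 1.23 (1 tested member) for female-biased genes, -0.28 to 0.18 for immediate early genes, -0.11 to 0.01 for lipoprotein genes, -0.25 to 0.16 for cholangiocytes, -1.20 to 0.10 for erythroid cells and -0.068 to 0.144 for hepatocytes. TMM-type scaling gave 118 higher genes by the rule and turned Nr1h3 (0.019) and the medians of the lipoprotein (0.11), immediate early (0.03) and unfolded protein (0.032) lists. It also ended the pericentral and periportal calls (camera adjusted p of 0.227 and 0.203). No filter and log2(TPM + 0.1) turned 0 results, and ended the pericentral (0.064) and the monocyte (0.0513) call. Fitting the shared replicate numbers as a block called 104 genes, with 128 higher by the rule. The erythroid median was 0.10 there and also in the same 6 libraries without the block, so leaving out control 4 turned it. Those 6 libraries without the block called 0 genes, and the numbers showed no pairing, so the block calls are not read as effects.

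Without controls 1 and 4, limma called 1 gene, 212 higher genes passed the rule, and 26 results turned. These were Abcg1 (0.37), Tgfb1 (0.15), Vcam1 (0.071), Atf4 (0.006), Aurka (0.055), Cyp2c40 (-0.23), Glul (-0.16), Cd5l (0.24), Hba-a1 (0.52), Hbb-bs (0.56) and Lipe (-0.28), and the medians of sterol efflux (0.066), bile acid (-0.052), circadian clock (-0.015), inflammation (0.067), fibrosis (0.22), p53 targets (0.088), immediate early (0.44), unfolded protein (0.067), cell cycle (0.15), pericentral (-0.28), hepatocyte (-0.15), Kupffer cell (0.51), stellate cell (0.009), erythroid (0.56) and adipose (-0.28) lists. The clear gap of these 2 libraries from the rest is built into this alternative. Library quality weights called 4766 genes, 556 higher and 4210 lower, with 321 higher and 2206 lower by the rule, called Srebf2 at a log2 fold change of 0.84, and turned the female-biased (0.20) and cholangiocyte (-0.54) lists. The weights were 1.97 and 3.53 for controls 1 and 4 and 0.17 and 0.21 for controls 2 and 3, so the control mean there is mostly that of controls 1 and 4. The cause of the other changes was not tested. The likelihood ratio test, the Wald test, median-of-ratios size factors, voom with quality weights and the study's rule under a count model need counts and were not run. TPM gives no depth, so what depth limits could not be measured.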

Other observations

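Circadian clock genes were called higher with oligo-1 by camera (median log2 fold change 0.34 over 17 members, adjusted p = 9.13e-05, and adjusted p = 0.211 with an estimated correlation), and 0 members passed over the list alone or over all genes. Without control 3, 7 members rose and 2 fell over the list alone. Dbp, a clock output gene, was at 14.3, 46.5, 90.1 and 31.4 TPM in controls 1 to 4 and at 111.4 to 121.8 TPM with oligo-1, and Bhlhe41 had a log2 fold change of 0.95 (SE 0.32). The median was 0.24 without control 1, 0.55 without control 2 and 0.56 without control 3. Without controls 1 and 4 it was -0.01 and the list was not called (adjusted p = 0.957). Metallothioneins, which bind zinc and are induced by stress hormones, were named after their values were seen. Mt1 was at 1050 to 4638 TPM in controls and 207.9 to 563.7 TPM with oligo-1 (log2 fold change -2.37, SE 0.52), and Mt2 at 582.4 to 4031 and 115.4 to 363.6 TPM (-2.72, SE 0.62). Neither passed the adjustment over all genes (limma adjusted p = 0.322 and 0.387). Depp1, which is induced in fasting, was higher with oligo-1 (2.09, SE 0.38), the opposite side from Igfbp1.

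Zonation markers gave calls that were easily lost. Periportal genes were called lower (median -0.35, camera adjusted p = 0.0430), with Cps1 at -0.51 (SE 0.23) and Ass1 at -0.47 (SE 0.21), and this call was lost without control 2, control 3, oligo-1 replicate 1 or oligo-1 replicate 3 (adjusted p of 0.192, 0.244, 0.107 and 0.102), with a median of -0.20 without the last of these. Pericentral genes were called higher (median 0.28, adjusted p = 0.0430), which was lost without control 1, control 4, oligo-1 replicate 2 or oligo-1 replicate 3 (0.366, 0.713, 0.0644 and 0.0684). Their median was 0.05 without control 4 and 0.47 without control 2, and they were called lower without controls 1 and 4 (median -0.28, adjusted p = 0.00217). Glul was at 127.6 and 94.0 TPM in controls 1 and 4 and 265.8 to 380.6 TPM in the other 5 libraries, and Lect2 had a log2 fold change of -0.27 (SE 0.15). The p53 target list was called lower (median -0.45, adjusted p = 0.0430), which was lost without control 1, 2 or 4 or oligo-1 replicate 2 (0.129, 0.121, 0.0948 and 0.0882), and the medians without control 1, 2 or 4 were -0.24, -0.81 and -0.28. This list followed controls 1 and 4, with scores of 0.95 and 0.98 against -0.59 to -0.11 in the other 5 libraries, and without the pair the median was 0.09 and not called (adjusted p = 0.941). Markers of monocytes and neutrophils were called lower (median -0.78, adjusted p = 0.0430), lost without control 3, oligo-1 replicate 1 or oligo-1 replicate 2 (0.0706, 0.0503 and 0.162). Their scores were 0.57, -0.33, 0.30 and 0.47 in controls 1 to 4. Without controls 1 and 4 the median was -0.44 and not called (adjusted p = 0.205). Markers of sinusoidal endothelium were called higher (median 0.22, adjusted p = 0.0103), lost without control 4 (0.0519) and with a median of 0.11 without control 2. With an estimated correlation the adjusted p was 0.480 for the periportal, pericentral, monocyte and endothelial lists and 0.574 for p53 targets. Lyve1 (-1.42, SE 0.42) and Dnase1l3 (0.40, SE 0.19) went opposite ways within the endothelial list.

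The lists that camera did not call are given here with their median log2 fold change and adjusted p: lipoprotein assembly and clearance (-0.07, 0.856), fatty acid oxidation and PPARA targets (-0.28, 0.0558), inflammation (-0.43, 0.651), immediate early genes (-0.15, 0.213), unfolded protein and integrated stress response (-0.15, 0.958), cell cycle (-0.85, 0.107), tsRNA biogenesis (-0.21, 0.436), female-biased liver genes (-0.74, 0.651), hepatocyte markers (0.01, 0.0955), lymphocytes (-0.51, 0.0732), cholangiocytes (0.04, 0.151) and erythroid cells (-0.55, 0.856). With 1 library left out the medians ran from -0.56 to -0.19 for inflammation, -0.43 to -0.035 for unfolded protein and -1.37 to -0.51 for cell cycle genes. Several of the lists were called by camera with its preset correlation when 1 library was left out. With an estimated correlation no list was called in any setting, so none of the calls below held there. Fatty acid oxidation was called lower without control 1 (adjusted p = 0.00929), control 4 (0.00571) or oligo-1 replicate 1 (0.00115), and with no filter (0.0241). Hepatocyte markers were called higher without control 2 (0.0143, with a median of -0.001), control 3 (0.0381) or oligo-1 replicate 3 (0.0228). Cell cycle genes were called lower without control 3 (0.0415), with no filter (0.00302) and after TMM-type scaling (0.0451), with scores of 1.46 and 1.63 in controls 1 and 4 against -0.77 to -0.50 elsewhere. Immediate early genes were called higher without oligo-1 replicate 1 (0.0385), although their median there was -0.227. Female-biased genes were called lower with no filter (10 members, 0.0241) and higher without control 3 (1 tested member, 0.0135). Lymphocyte markers were called lower without oligo-1 replicate 3 (0.0121) and after TMM-type scaling (0.0243). Without controls 1 and 4, fatty acid oxidation (0.000656) and female-biased genes (2 tested members, 0.0172) were called lower and erythroid markers higher (0.00749). Adipose tissue and pancreas had 1 tested member each, Lipe (0.29) and Cela1 (0.37), neither called (0.243 and 0.0732). Both were called higher with no filter (0.0272 and 0.0434), and pancreas also without control 2 (0.0143). For the lipoprotein, immediate early, unfolded protein and erythroid lists the test leaned upward while the median and the mean were below 0. Among hepatocyte markers Fabp1 rose and Ahsg fell over the list alone (limma), at 1.04 (SE 0.25) and -0.64 (SE 0.19). Nr4a1 (-2.02, SE 0.49), Sult1e1 (-0.86, SE 0.25) and Ltb (-1.08, SE 0.28) fell over the lists of immediate early, female-biased and lymphocyte genes alone. Only 3 of 10 listed female-biased genes and 3 of 11 listed lymphocyte markers were tested, so that adjustment covered few genes. Sult1e1 and Ltb were also near the floor, at 0.37 to 0.57 and 0 to 0.34 TPM with oligo-1. These counts moved with single libraries. In the hepatocyte list 0 rose without control 1, control 2, oligo-1 replicate 1 or oligo-1 replicate 3, and 0 fell in these fits and without control 4 or oligo-1 replicate 2. In the immediate early list 0 fell without oligo-1 replicate 2 or 3, 2 without control 2 and 4 without control 3, and 3 rose without oligo-1 replicate 1 and 2 without control 3. In the female-biased list 0 fell without oligo-1 replicate 1, and in the lymphocyte list 2 fell without oligo-1 replicate 3. Sult1e1 and Ltb reached a TPM of 1 in only 3 libraries each, so they were not tested in fits without any of those. After TMM-type scaling 0 genes passed in the hepatocyte and female-biased lists. In lists with 0 members past this adjustment over 7 libraries, counts also rose in single fits: without control 3, 6 male-biased genes rose and 6 stellate markers fell, and without control 2, 4 male-biased genes rose and 4 interferon, 4 fibrosis, 3 stellate and 3 monocyte genes fell. Among periportal genes 3 fell without oligo-1 replicate 2, and among sinusoidal endothelium markers 5 rose and 1 fell after TMM-type scaling.

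Some genes were far higher in controls 1 and 4 than in the other libraries. Tff3 was at 387.6 and 571.6 TPM in these libraries and at 8.88 to 92.5 TPM in the other 5. Cd63 was at 104.7 and 99.0 TPM against 2.68 to 8.89 TPM, Ccnd1 at 62.1 and 48.1 TPM against 0.93 to 5.52 TPM, and Lpl at 80.3 and 67.7 TPM against 2.26 to 5.06 TPM. These genes were chosen after their values were seen.

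By the study's rule, 154 genes passed here, 67 higher and 87 lower, with limma on TPM in place of the count model. These counts are lower than those the study reported.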
